A study of Oryza sativa with 4 samples. Its data were reported in "Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities" (2025).

How the data were processed

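Total RNA was taken from endosperm of WT (PB1) and clsy4-kd rice 20 days after anthesis and size-fractionated, and the sRNAs were sequenced, with 2 libraries per genotype. According to the methods of the study, adapters were trimmed with the UEA sRNA Workbench and reads were aligned with Bowtie, which reported all positions in the best class of matches of a read and discarded reads with more such positions than a set limit. How the lists analysed here were written is not stated. Each deposited list gives distinct sequences of 20 to 25 nt, each with a whole number in brackets, and the sequence again on a line of its own. The bracketed value deposited by the authors is treated as a score with no stated unit. It was tested as a read count before use. Among 7496 sequences with numbers from 10 to 100 in both WT libraries, 94.3% carried equal numbers, whereas pairs of Poisson counts with the same means would be equal in 5.91%. Numbers above 100 were rare, with 7 to 16 sequences per library above 100 and up to 150, against 2898 to 8107 above 50 and up to 100. The number was therefore not used as abundance, and no test for counts was run.

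The records of each list followed the order of a Java hash table, in which the position of a sequence depends on its letters in a way unrelated to its abundance. This order was checked over every record. Both WT lists ended at the row limit of a spreadsheet and covered 71.7% and 89.8% of the table, and both clsy4-kd lists covered all of it. The analysis was restricted to the part covered by all 4 lists, where a sequence that is not listed is missing from that library's list and was not lost at the row limit. This part held 71.8% and 71.9% of the sequences of the complete clsy4-kd lists. Scaled to the whole table, the WT libraries would list 730828 and 584059 sequences.

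The design written before the data were examined was built mainly on read counts, loci or both. It held tests of counts per locus or sequence, overlaps of loci, siren loci and genic positions. For values other than counts it held a limma test of their logarithms. None of these was run, because the bracketed number was not used as abundance and no genome was used here. Sequences over OsCLSY4, OsCLSY3, OsCLSY1 and the other genes fixed in advance were not analysed here for the same reason. The rule for named features asked for the largest falls and rises with an adjusted p, and could not be applied. The sequences named in the report are the ones fixed in advance: the amiR and the northern probe targets. The shares planned for reads were computed on distinct sequences counted once each, which was among the alternatives planned. Numbers of distinct sequences, losses, gains and re-detection between libraries were added after the data were examined.

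Groups were taken from the sample titles. For each library the share of each length and 5′ base was computed with an exact 95% Clopper-Pearson interval, which covers counting error only, since sequences are not independent molecules. The lists do not give the number of reads behind a sequence, so precision for a single sequence cannot be given. Group differences were tested with exact two-sided permutation tests of the 4 library values. Sequences of 23–24 and 21–22 nt were also pooled, as in the study. Related sequences were counted when they shared 16 consecutive bases with a named sequence. Alternatives were the number as a weight, numbers of at least 2, libraries left out in turn, the replicate number as a block, the mapped totals that the study lists, whole lists, sequences in both libraries of a group, scaling to 20 nt sequences and GC content from 40 to 60%. Their effects are given in the closing section.

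The procedure was tested on simulated data of 74000 sequences in 4 libraries, with WT lists shortened in the same order. The shared part gave the ratios of clsy4-kd to WT of the complete simulated lists to within 0.932%. The shortened lists taken whole were off by up to 25.5%. Of the 24 nt sequences, 30% were kept in the simulation and 30.6% were recovered. Loss was simulated as all or none at equal depth. The simulation thus tests the handling of the row limit, and not whether numbers of distinct sequences recover a partial fall in abundance. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.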

Results

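The data were lists of the small RNA (sRNA) sequences found in rice endosperm, the nutritive tissue of the seed, collected 20 days after anthesis. The plants were Pusa Basmati 1 (PB1), an indica cultivar. WT endosperm and endosperm of plants with OsCLSY4 knocked down (clsy4-kd) were compared, with 2 libraries in each group. OsCLSY4 encodes a chromatin remodeler of the CLASSY family, which takes part in the production of 24 nt siRNAs for RNA-directed DNA methylation. The knockdown was made with an artificial miRNA (amiR). Each list gave distinct sequences of 20 to 25 nt. WT replicate 1 listed 524288 distinct sequences and WT replicate 2 listed 524288, because both lists stopped at the row limit of a spreadsheet. The lists of clsy4-kd replicate 1 and replicate 2 were complete and held 397618 and 326888 distinct sequences. All values below are for the 71.7% of the sequence order that the 4 lists had in common. In this shared part WT replicates 1 and 2 listed 524287 and 419126 sequences, and clsy4-kd replicates 1 and 2 listed 285375 and 234954. The number that accompanied each sequence was not a read count, so the lists give neither the abundance of a sequence nor a read depth. Totals of mapped reads that the study lists for these libraries served as an alternative scaling. A sequence was therefore scored as listed or not listed.

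The amiR was examined first, since its presence follows the genotype. Its sequence is TGTAAGCACGAATGACCTCTC (21 nt). It was listed in both clsy4-kd libraries, with the number 1 in each, and in neither WT library. Sequences sharing at least 16 consecutive bases with it numbered 39 in clsy4-kd replicate 1 and 31 in clsy4-kd replicate 2, and there were 0 in each WT library. Of these, 14 were 21 nt long in clsy4-kd replicate 1 and 14 in clsy4-kd replicate 2. The labels of the 4 libraries thus matched the presence of the amiR.

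The first question was whether the length distribution of endosperm sRNAs differed between WT and clsy4-kd. The 24 nt class made up 39.9% ± 2.37 (SD, n = 2) of distinct sequences in WT and 23.6% ± 3.55 (SD, n = 2) in clsy4-kd. The libraries did not overlap. The share was 41.6% in WT replicate 1 (95% Clopper-Pearson interval 41.4 to 41.7%) and 38.2% in WT replicate 2 (38.1 to 38.4%). It was 26.1% in clsy4-kd replicate 1 (25.9 to 26.2%) and 21.1% in clsy4-kd replicate 2 (20.9 to 21.2%). These intervals cover counting error alone, and the spread between replicates exceeded them. The difference between group means was -16.3 percentage points, larger than the SD of either group. An exact two-sided permutation test gave p = 0.333, which is the smallest value that 2 against 2 libraries allow, so no comparison of shares in this design can give a smaller p. Of the alternatives tried, restricting the comparison to sequences found in both libraries of a group moved the difference most, to -24.0 points.

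**Figure D1:**
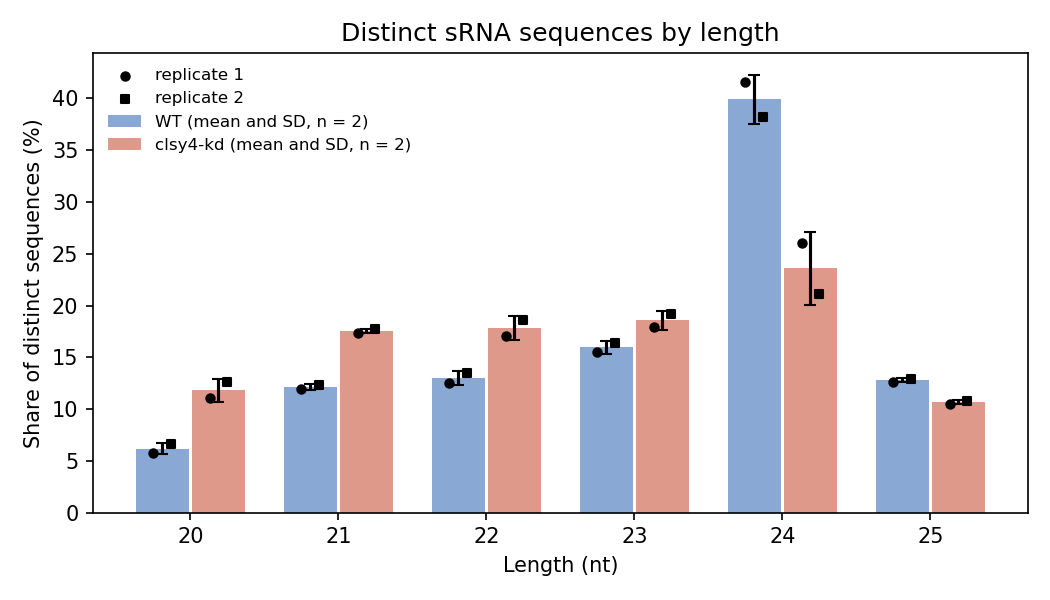
Share of distinct sequences (%) by length (nt) in WT and clsy4-kd; bars are group means, error bars are the SD (n = 2) and symbols are the individual libraries. The 24 nt class stands at 39.9% in WT and 23.6% in clsy4-kd, and the shares of 20 to 23 nt sequences are higher in clsy4-kd.

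Shorter sequences took a larger part of the clsy4-kd lists. The 21–22 nt classes together made up 25.2% ± 1.01 (SD, n = 2) of distinct sequences in WT and 35.4% ± 1.34 (SD, n = 2) in clsy4-kd, a difference of 10.2 points. The 20 nt class made up 6.18% ± 0.563 (SD, n = 2) in WT and 11.8% ± 1.11 (SD, n = 2) in clsy4-kd. The 23 nt class rose from 15.96% ± 0.609 (SD, n = 2) to 18.6% ± 0.888 (SD, n = 2). The 25 nt class was lower in clsy4-kd, at 10.7% ± 0.209 (SD, n = 2) against 12.8% ± 0.186 (SD, n = 2). In each of the 6 length classes the WT and clsy4-kd shares did not overlap, and the exact permutation test gave p = 0.333.

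Because shares of a list sum to 100%, the numbers of distinct sequences were also compared. Relative to WT, clsy4-kd listed 0.328 times as many distinct 24 nt sequences, with ratios from 0.227 to 0.465 over the 4 pairings of a clsy4-kd with a WT library. The ratio was 0.460 for 25 nt sequences (0.383 to 0.555), 0.642 for 23 nt sequences (0.554 to 0.745) and 0.775 for 21–22 nt sequences (0.665 to 0.905). For 20 nt sequences it was 1.06, with library ratios from 0.977 to 1.14, so no difference in the number of 20 nt sequences was distinguishable from the spread between replicates. The highest of the 24 nt library ratios, 0.465, was under the lowest of the 21–22 nt library ratios, 0.665. These ratios take the lists as they stand. Scaled by the mapped totals that the study lists, the 24 nt ratio was 0.288. For sequences in both libraries of a group the ratio was 1.49 at 20 nt, 0.876 at 23 nt and 0.766 at 25 nt, so the values for these lengths depended on the setting.

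The second question concerned the 5′ base, which influences the loading of an sRNA into ARGONAUTE proteins. Among distinct 24 nt sequences, 42.3% ± 0.165 (SD, n = 2) began with A in WT and 34.5% ± 1.16 (SD, n = 2) did so in clsy4-kd. The share beginning with T (U in the RNA) was 23.7% ± 0.381 (SD, n = 2) in WT and 31.7% ± 0.0762 (SD, n = 2) in clsy4-kd. The differences were -7.79 points for A and 8.05 points for T, both larger than the SDs. The alternative that moved the A difference most, sequences in both libraries of a group, gave -13.0 points. Numbers of distinct 24 nt sequences fell for each 5′ base, to 0.268 of WT for A, 0.309 for C, 0.343 for G and 0.440 for T. The 25 nt class showed a larger shift, with A at 53.6% ± 0.863 (SD, n = 2) in WT and 33.4% ± 1.34 (SD, n = 2) in clsy4-kd. At 23 nt the shift went the other way, and T fell from 48.8% ± 0.910 (SD, n = 2) to 41.0% ± 0.618 (SD, n = 2) while A rose from 22.8% ± 0.250 (SD, n = 2) to 26.9% ± 0.305 (SD, n = 2). The shorter lengths shifted in the same direction as 23 nt. At 20, 21 and 22 nt the differences were -3.09, -3.50 and -8.47 points for T and 1.79, 1.32 and 2.76 points for A. In each of the 24 combinations of length and 5′ base the WT and clsy4-kd shares did not overlap. The exact permutation test gave p = 0.333 for each, the limit of the design.

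**Figure D2:**
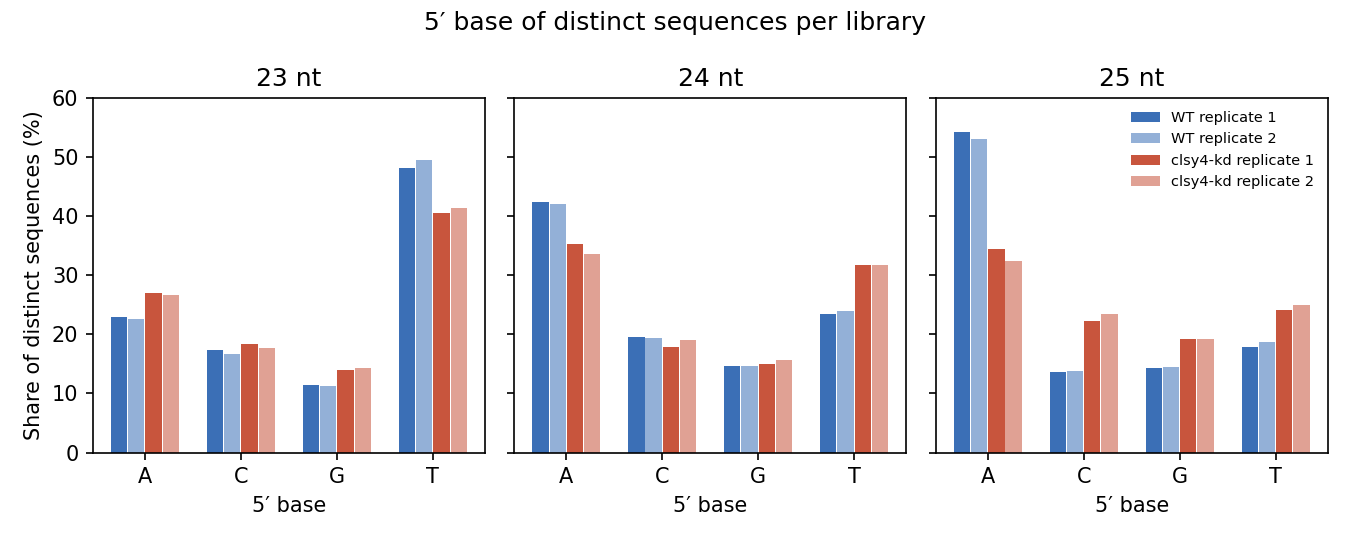
Share of distinct sequences (%) by 5′ base for 23, 24 and 25 nt sequences in each of the 4 libraries. The share starting with A is lower in clsy4-kd at 24 nt (34.5% against 42.3%) and at 25 nt (33.4% against 53.6%), and higher at 23 nt (26.9% against 22.8%).

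The third question was whether the same sequences were lost. Of the 41059 distinct 24 nt sequences listed by both WT libraries, 26688 were listed by neither clsy4-kd library, which is 65.0% (95% Clopper-Pearson interval 64.5 to 65.5%). The corresponding share was 44.0% of 21620 sequences at 21–22 nt (43.3 to 44.7%) and 29.9% of 4538 sequences at 20 nt (28.6 to 31.2%). For the 23–24 nt classes together it was 61.0% of 52947 sequences (60.6 to 61.4%). In the opposite direction, 29.2% of the 13000 24 nt sequences listed by both clsy4-kd libraries were listed by neither WT library, against 38.8% of 20222 sequences at 21–22 nt and 41.0% of 6776 sequences at 20 nt. At 24 nt the number lost was 7.04 times the number gained (26688 against 3793), whereas it was 1.21 times at 21–22 nt and 0.488 times at 20 nt. The absence of a sequence from a list includes sequences missed by sampling, so these shares are not fractions of abolished sRNAs. Without clsy4-kd replicate 1 the 23–24 nt share was 73.8%, and without WT replicate 2 it was 88.3%.

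Re-detection of WT sequences in the other libraries was also compared. It depends on the number of sequences that the other library lists, and the clsy4-kd lists were shorter. WT replicate 2 listed 18.8% of the 24 nt sequences of WT replicate 1 (95% Clopper-Pearson interval 18.7 to 19.0%), whereas clsy4-kd replicate 1 listed 8.48% (8.36 to 8.60%) and clsy4-kd replicate 2 listed 5.99% (5.89 to 6.09%). For 20 nt sequences the corresponding shares were 15.0% (14.6 to 15.4%), 15.5% (15.1 to 15.9%) and 15.0% (14.6 to 15.4%), which could not be distinguished. Averaged over libraries, re-detection of WT sequences in clsy4-kd was 0.359 of that between WT libraries at 24 nt, 0.723 at 21–22 nt and 0.993 at 20 nt. These values were near the ratios of the numbers of distinct sequences (0.328, 0.775 and 1.06) and are not separate evidence.

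**Figure D3:**
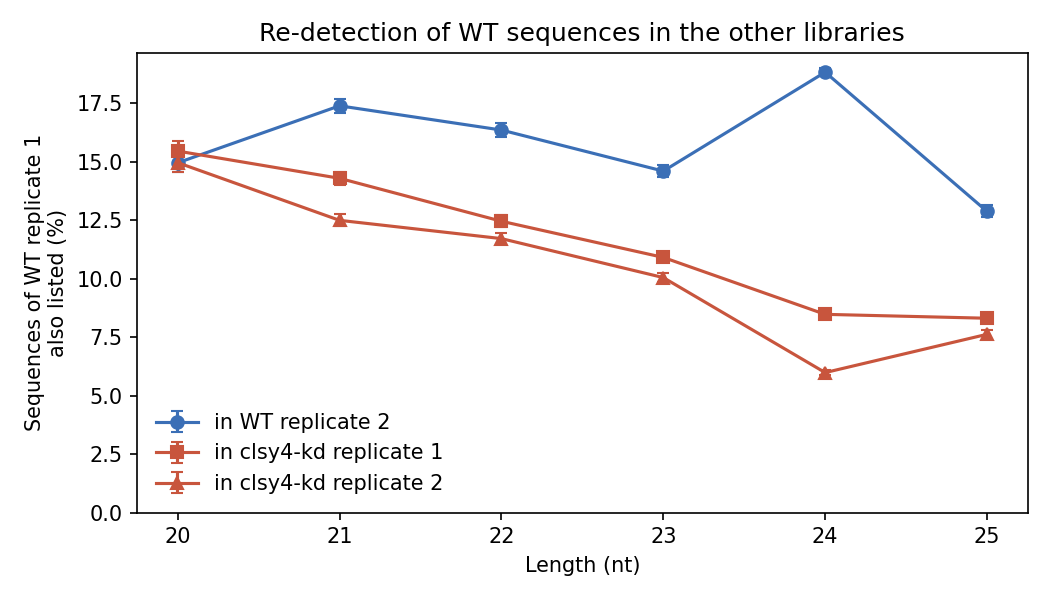
Share (%) of the distinct sequences of WT replicate 1 that each other library also listed, by length (nt); points are the libraries and bars are 95% Clopper-Pearson intervals. At 20 nt the 3 libraries lie between 15.0% and 15.5%, and at 24 nt WT replicate 2 stands at 18.8% against 8.48% and 5.99% in the clsy4-kd libraries.

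The northern probe targets were fixed in advance. The siRNA of a miniature inverted-repeat transposable element (MITE), AGTGTGTGTATGACAGGTGGGACC (24 nt), was listed in both WT libraries and in neither clsy4-kd library. Sequences sharing at least 16 consecutive bases with it numbered 50 in WT replicate 1 and 41 in WT replicate 2, and 9 and 4 in clsy4-kd replicates 1 and 2. Relative to the length of the lists this was 0.00954% and 0.00978% of distinct sequences in WT, and 0.00315% and 0.00170% in clsy4-kd. The target of the probe that the study lists for miRNA168, GATGGAGGATCTTCTCGGCGAC (22 nt), was listed in none of the libraries. The list of WT replicate 1 did not extend to the position of this target in the order. Whether this target is miRNA168 itself was not checked, so its absence does not show that miRNA168 was absent. Sequences sharing at least 16 consecutive bases with this target numbered 17 and 12 in WT replicates 1 and 2, and 7 and 3 in clsy4-kd replicates 1 and 2. This was 0.00324% and 0.00286% of distinct sequences in WT, and 0.00245% and 0.00128% in clsy4-kd. Of these, 2 and 3 were 21 nt long in WT replicates 1 and 2, and 4 and 2 in clsy4-kd replicates 1 and 2. The shares were thus also lower in clsy4-kd, but the counts are small and no interval was computed. Whether related sequences of this target differed between the groups was therefore not decided. Genomic positions and annotation of these sequences were not analysed here.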

Values the study reported

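The study reported that more than 90% of the sRNA reads mapped to the rice genome. It described a reduction of up to 70% in OsCLSY4 transcripts in the knockdown lines. In endosperm it counted 1500 sRNA loci gained in the knockdown. For the 21–22 nt class it listed 11818 loci that depended on OsCLSY4 and about 2300 that were gained, and at around 3987 loci both size classes were lower.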

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

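The alternatives using whole lists, sequences in both libraries of a group, scaling to 20 nt sequences and a range of GC content were chosen after seeing the data. The lower 24 nt share, the higher 21–22 nt share, the lower A share and the higher T share of 24 nt sequences kept their direction under every alternative that was run. For the 24 nt share the difference was between -18.8 and -13.8 points when each library was left out in turn, -17.1 points with the bracketed number as a weight and -18.2 points within 40 to 60% GC. Restricting the lists to sequences in both libraries of a group increased it to -24.0 points. The same restriction changed the A difference to -13.0 points and the T difference to 9.95 points. Weighting by the number gave -6.10 points for A and 9.48 points for T, and requiring a number of at least 2 gave 7.004 points for T. The cause of these shifts was not tested.

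The ratio of distinct 24 nt sequences ranged from 0.262 to 0.394 with libraries left out in turn and was 0.288 when scaled by the mapped totals that the study lists. Its highest value over the alternatives was 0.413, in the whole lists. The ratio for 21–22 nt sequences ranged from 0.716 to 0.846 with libraries left out in turn. It was 0.968 in the whole lists and 0.935 for sequences in both libraries of a group. In the whole lists the cause lies in the construction, since whole WT lists lack the part past the row limit. Scaled by the mapped totals, the 21–22 nt ratio was 0.683. How far the number of 21–22 nt sequences was lower in clsy4-kd thus depends on the setting. For 20 nt sequences the ratio went from 1.06 to 0.928 with the mapped totals, to 1.31 in whole lists and to 1.49 for sequences in both libraries of a group. The last setting also took the ratio from 0.460 to 0.766 at 25 nt and from 0.642 to 0.876 at 23 nt, while the 24 nt ratio was 0.317. The cause was not tested. Whole lists gave 0.802 at 23 nt and 0.574 at 25 nt, and numbers of at least 2 gave 0.609 at 25 nt. Scaled to 20 nt sequences, the ratios were 0.310 at 24 nt, 0.735 at 21–22 nt, 0.608 at 23 nt and 0.437 at 25 nt.

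Among 23–24 nt sequences in both WT libraries, the share listed by neither clsy4-kd library was 53.2% for numbers of at least 2, and the 21–22 nt share was 32.2%. With libraries left out in turn the shares ranged from 67.4 to 88.3% and from 52.8 to 82.5%. These rises follow from the construction, since fewer libraries have to list, or to lack, a sequence. The 23–24 nt share was above the 21–22 nt share in each of these settings. The amiR was listed by the clsy4-kd libraries and by no WT library also when forms up to 1 nt longer or shorter at the 3′ end were counted. Of the values for 20, 23 and 25 nt sequences, 8 moved by more than the spread and 21 did not.

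The replicate numbers are shared between the groups, but the labels do not say that they mark a common batch. The correlation of replicate differences between WT and clsy4-kd across sequences was -0.0147 at 24 nt and -0.00272 at 21–22 nt. Few sequences were listed by a single library of each group, which holds this correlation near 0, so it does not decide. Such sequences numbered 6633 at 24 nt for the same replicate number and 5653 for crossed numbers. At 21–22 nt these were 7031 and 6750, and at 20 nt 1837 and 1845. The longer lists share a replicate number, and the effect of list length was not tested. With the replicate number as a block, the mean paired difference of the 24 nt share was -16.3 points, from -15.5 and -17.2 points in the pairs. The smallest p that a sign-flip test of 2 pairs allows is 0.5. The blocked ratio of 24 nt sequences was 0.325.

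Alternatives listed before the data were examined that rest on counts or loci were not run: TMM and DESeq2 size factors, 21 nt totals, read filters, fold change limits, overlap rules and upstream distances. The alternative with all reads of a list as the denominator is identical to the main setting, because the lists hold 20 to 25 nt sequences only. Numbers of distinct sequences rise with depth at a rate that was not measured, so scaling by the mapped totals corrects for depth in an approximate way.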

Other observations

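The tests in this part were chosen after the results they concern had been seen, except for the scaling by mapped totals, which was chosen before the data were examined.

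The lower 24 nt share in clsy4-kd was examined for technical explanations. Shortened WT lists are argued against, because limiting the complete clsy4-kd lists to the shared part changed their 24 nt share by at most 0.0399 points. Lower sequencing depth of clsy4-kd as the whole explanation is argued against by the 20 nt sequences. WT libraries re-detected these less often than 24 nt sequences, yet their number in clsy4-kd was 1.06 times that in WT, and 1.49 times for sequences in both libraries of a group. It was 0.928 times when scaled by the mapped totals that the study lists. This scaling also lowered the 24 nt ratio, from 0.328 to 0.288, where shallower clsy4-kd libraries would have raised it. Size selection against long sRNAs would not raise the number of 25 nt sequences relative to 24 nt sequences. Within libraries this ratio was 0.304 and 0.338 in WT and 0.404 and 0.514 in clsy4-kd, which argues against it as the whole explanation. The difference came from sequences not starting with A, which stood at 0.661 of WT at 25 nt (library ratios 0.565 to 0.775) and 0.371 at 24 nt (0.261 to 0.520). Sequences starting with A fell alike, to 0.287 at 25 nt (0.230 to 0.35997) and 0.268 at 24 nt (0.180 to 0.389). Within 40 to 60% GC the difference was -18.2 points, so sequences outside this range do not account for it. Mean GC content at 24 nt was 47.2 and 47.3% in WT and 48.4 and 49.0% in clsy4-kd. The restriction does not make GC content equal inside the range, so a contribution of GC content was not decided. A combination of these factors was not tested. Other RNA may have taken more of the reads of clsy4-kd, thinning sRNAs by abundance. Thinning of all lengths alike would lower the number of 20 nt sequences too, which was 1.06 times that in WT, against 0.328 at 24 nt. Sequences of 24 nt starting with A were lost more often than those starting with T (69.6% against 55.7%), by 13.9 points. Yet those starting with A were re-detected more often between WT libraries (20.3% against 17.4% of WT replicate 1). For these sequences, both values argue against thinning as the whole explanation. Without abundances, a contribution of thinning stays open. Effects of the transgenic origin of the plants apart from OsCLSY4 cannot be told apart from the knockdown, since every clsy4-kd library and no WT library comes from transgenic plants. The labels name no library batch, and none was examined. Other lengths separated the groups as well: 4136 sequences of 20 nt were listed by both libraries of a group and by neither of the other, against 1837 shared by libraries with the same replicate number and 1845 by libraries with crossed numbers. The loss of OsCLSY4 function stays among the open explanations.

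The 24 nt sequences listed in a clsy4-kd library were found in WT lists about as often as in the other clsy4-kd list. WT libraries listed 21.7 to 26.4% of them and the other clsy4-kd library 17.5 to 26.3%. For 20 nt sequences the same figures were 14.2 to 15.3% and 21.5 to 22.9%. WT lists are longer, and the contribution of list length was not tested.

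The bracketed number was equal between libraries more often than sampling of reads allows. Among 7496 sequences with numbers from 10 to 100 in both WT libraries, 94.3% carried equal numbers, against 5.91% for read counts with the same means. A candidate explanation is that the number counts genomic positions, since a sequence and its reverse complement share these. Where both were listed and a number was at least 2, the pair carried equal numbers in 82.4% of cases or more in each library, against 12.01 to 15.1% for shuffled numbers. A count of positions and nothing else is argued against, because it would be the same in all libraries. Of 1812 sequences with numbers from 10 to 100 in both WT libraries that all 4 libraries listed, 67.0% carried the same number throughout. Where each of the 4 numbers was from 10 to 100, equality was 84.6% between the WT libraries, 81.8% between the clsy4-kd libraries and 81.4 to 82.1% between a WT and a clsy4-kd library. What else enters the number is open. The MITE siRNA carried the number 92 in both WT libraries.

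The T share of 24 nt sequences rose while that of A fell. A constant background rich in T under a loss of other sequences stays open. It predicts a smaller fall for T than for A, and the numbers fell to 0.440 of WT for T (library ratios 0.307 to 0.616) and to 0.268 for A. The size and composition of such a background are not known, so the value does not decide. No biological explanation for the unequal fall was tested.

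The 23 nt sequences, which are often pooled with 24 nt sequences, differed from them. Their number fell to 0.642 of WT, and T was their most frequent 5′ base. If 23 nt sequences were 24 nt sequences shortened at the 3′ end, both would share their 5′ bases, yet in WT the T share was 25.1 points higher at 23 nt. Pooling the classes hid this: the lost share was 65.0% at 24 nt, 47.3% at 23 nt and 61.0% for both together.

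The 25 nt sequences starting with A fell to 0.287 of WT, close to the 0.268 of 24 nt sequences starting with A, whereas 25 nt sequences starting with C stood at 0.766. A candidate explanation is that many of the former are 24 nt sequences with an added base at the 3′ end. The test used 25 nt sequences starting with AA, so that both of their 24 nt parts start with A and the excess of A among 24 nt sequences cannot decide the outcome. In WT the part with the same start was listed more often than the part with the same end, by 3.87 points in replicate 1 and 5.15 points in replicate 2. In clsy4-kd the difference was -0.990 and -2.03 points. Other starts also gave differences away from 0. In WT, 25 nt sequences starting with CC, GG or TT lay between -5.40 and 0.0895 points. Among 24 nt sequences, those starting with AA gave -1.14 points in both WT libraries and -4.01 and -3.37 points in clsy4-kd replicates 1 and 2. The difference was thus lower in clsy4-kd than in WT there too, as at 25 nt. Sequences of 24 nt starting with TT gave 2.33 points in WT replicate 2 and 1.82 and 1.34 points in clsy4-kd. Negative differences reached the size of those at 25 nt AA in WT, and no other positive difference exceeded 2.33 points. The difference to be expected without an added base is not known, so the test does not decide, and the explanation stays open. A biological origin of the added base was not tested.

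The lost share depended on the bracketed number in a U shape. Among 24 nt sequences in both WT libraries it was 67.9% for the number 1, 56.4% from 2 to 5, 54.3% from 6 to 20 and 70.4% from 21 to 100. At 21–22 nt the shares were 52.5%, 31.1%, 24.3% and 50.9%. At 25 nt they were 69.9%, 33.7%, 23.3% and 73.7%. No explanation was tested for this pattern.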
